A study of Drosophila melanogaster with 18 samples. Its data were reported in "The genomic response to 20-hydroxyecdysone at the onset of Drosophila metamorphosis" (2005).

How the data were processed

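RNA from Drosophila melanogaster animals was measured on 18 Affymetrix Drosophila Genome Arrays, 1 array per sample. Control animals were of the w1118 strain. EcRi animals carried hs-EcRi-11, a heat-inducible transgene that makes double-stranded RNA against the ecdysone receptor gene EcR, and were heat-treated before pupariation; a heat treatment of the controls is not given in the sources used here. Each strain was collected at -4, 0 and 4 h relative to pupariation, which gave 6 groups of 3 arrays. Groups were taken from the sample labels, and the replicate numbers were not treated as pairs.

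The deposited values are expression intensity per probe set on a linear scale, which the authors normalized between arrays and summarised with the dChip program. The probe-level model (perfect match alone or with mismatch), the background treatment and the baseline array are not given in the sources used here. The table held 13966 probe sets on 18 arrays; 2 values equalled 0 and the highest was 20235. Of the probe sets, 12442 carried 1 gene symbol, 327 several and 1197 none, for 10843 different symbols. No coordinates were used. The median intensity of an array lay between 222 and 248. Arrays give no count behind a value, and their number limits the precision.

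Values below the floor, set at the 20th percentile of all values (an intensity of 91.6), were raised to it and log2 was taken; 1285 probe sets were at the floor on all arrays. A linear model with a mean per group was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3, with moderated variances (12 residual degrees of freedom, prior 0.588). The contrasts were the EcRi effect (EcRi minus control) at each time and its mean over the 3 times, the change from -4 to 0 h and from 0 to 4 h within each strain, and the differences between EcRi effects at successive times, which are interactions of strain and time. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all probe sets of a contrast. A probe set was called where the adjusted p was under 0.10 and the change at least 1.5-fold. EcRi effects at different times use different arrays for their means but share 1 variance per probe set from all 18 arrays. The 2 interactions also share the arrays at 0 h. Log2 changes are given with the standard error (SE) of the fit, and intensities as mean ± SD over the 3 arrays of a group.

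Gene lists, 31 in all, were written before the data were examined, as were the contrasts, thresholds, the rule for named genes and the first set of other settings below. Each list used the brightest probe set of each gene and was tested with camera (limma) at its preset correlation between genes wherever at least 3 genes were measured, which made 90 tests of a list at a time. These p-values were adjusted together, with a limit of 0.05, and set beside camera with the correlation estimated from the data and beside fry. Camera compares a list with all other genes, whereas fry tests whether the list moves on balance one way. Each list also has counts of genes called over all probe sets and with p adjusted over the list alone. 16 genes were in 2 or more lists. The lists taken from the study had been chosen there on these samples.

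The named genes are EcR and, for each EcRi effect, the 10 called probe sets furthest above controls and the 10 furthest below. These had exactly 1 symbol, all 3 EcRi arrays beyond all 3 control arrays and neither group wholly at the floor. For changes over time, differences between times and the mean effect, 5 of each were taken, with 5 genes called in the same direction in both strains from 0 to 4 h whose interaction had an adjusted p above 0.10. From each list up to 4 called members were eligible (the 2 largest changes where none was called), and the 3 genes that the study followed by Northern blot as little affected by EcRi were added; CG5065 was taken from the name of the study's primer, since the study also gives this gene another number. List members with changes smaller than these are printed as examples only where their call held with each array left out in turn, or with the exception stated; this limit was added after the data were examined.

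The analysis was repeated under other settings. The first set was a floor at the 5th or 40th percentile, log2 of the value plus a pseudocount, quantile normalization, alignment of array medians, the brighter probe sets only, a variance trend with robust fitting, fits to the compared arrays only, significance analysis of microarrays (SAM, reimplemented), the replicate number as a block, an adjusted p under 0.05, a 2-fold limit, no fold limit, 1 probe set per gene, and each array left out in turn. Fits without 2 or 4 arrays, with array weights, and SAM on linear values were added after the data were examined. The 2 arrays are control -4 h replicate 1 and EcRi 0 h replicate 1, which stood apart from the rest; the 4 arrays add EcRi 4 h replicates 1 and 3, which lay on the same axis. Leaving out 4 arrays keeps 1 EcRi array at 4 h, which is then assumed to vary like the other groups.

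The procedure was tested on simulated values for the EcRi effect at 4 h, not on the real arrays, with 200 probe sets changed. These were drawn from probe sets with a control mean at 4 h more than 1.5 log2 units above the floor. Dimmer probe sets are thus not covered, and noise was drawn independently for each probe set and array. On the real arrays the first component of the spread within groups held 69.7% of that spread. The rates and false calls below belong to the simulated values and need not hold for the real arrays. Limma called 24% of those changed 1.5-fold, 70% at 2-fold, 98% at 3-fold and 100% at 4-fold, with 14 false calls; SAM called 10%, 40%, 80% and 62%, with 7 false calls. Data were prepared with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.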

Results

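Expression was measured on 18 arrays of control and EcRi animals at -4, 0 and 4 h relative to pupariation, with 3 arrays per group. EcRi animals make double-stranded RNA against EcR, the receptor for the steroid hormone 20-hydroxyecdysone (20E) that triggers pupariation. The comparison of EcRi with control animals at each time asks which transcripts need EcR, while changes within a strain give the developmental course. EcRi animals also differed from the controls in strain, and in heat treatment as far as the sources used here state it. Of the arrays, 16 correlated with their nearest array at 0.974 to 0.995; control -4 h replicate 1 and EcRi 0 h replicate 1 did so at 0.939 and 0.933 and stood apart. The first component of the spread within groups held 69.7% of that spread.

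**Figure D1:**
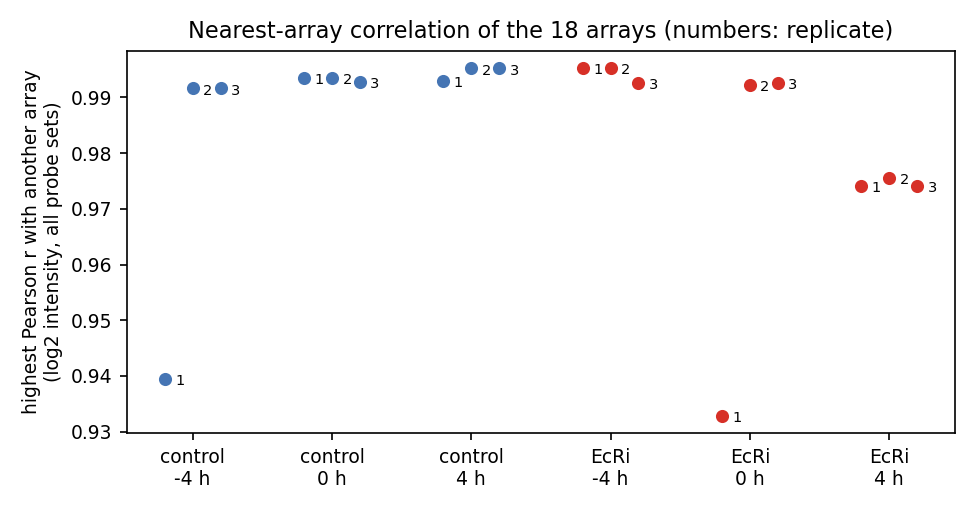
Highest Pearson correlation of each of the 18 arrays with another array, over the log2 intensity of all probe sets, by group (points are arrays, numbered by replicate). Control -4 h replicate 1 (0.939) and EcRi 0 h replicate 1 (0.933) lie below the other 16.

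EcR was read by a pair of probe sets, and neither differed between the strains by 1.5-fold at any time. The brighter probe set read 562.5 ± 8.89 in EcRi and 533.8 ± 13.1 in control animals at -4 h, 473.8 ± 81.2 and 470.2 ± 19.9 at 0 h, and 520.7 ± 11.5 and 489.2 ± 25.6 at 4 h (mean intensity ± SD, n = 3 arrays). At the dimmer one the log2 difference was -0.51 ± 0.13 at -4 h (SE, adjusted p = 0.067), 0.39 ± 0.13 at 0 h (adjusted p = 0.098) and 0.36 ± 0.13 at 4 h (adjusted p = 0.086). In control animals the dimmer one fell by 0.70 from -4 to 0 h (adjusted p = 0.0095, with 0.14 with the compared arrays only, and 0.00027 to 0.14 over the alternatives). Without control -4 h replicate 1 its difference at -4 h was -0.61 with an adjusted p of 0.039, past both limits (0.00094 to 0.25 over the alternatives). Whether these probes also read the RNA of the transgene is not given in the sources used here. The study states that all EcRi animals arrested as elongated prepupae, and it cites earlier work for strongly reduced EcR protein. Arrays do not measure protein, so these values do not bear on that evidence. The white gene, mutated in the control strain, was not measured by name.

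At -4 h the named gene furthest above controls in EcRi animals was ng3, a salivary gland gene of the intermoult period, with 3227 ± 319 against 242.8 ± 35.5 in controls (log2 3.74 ± 0.28, n = 3, adjusted p = 8.5e-06). CG9877 (log2 3.55 ± 0.13) and Acbp5, an acyl-CoA-binding protein gene (2.80 ± 0.23), were also higher. Drsl5, a relative of the antifungal peptide gene Drosomycin, was lower at 201.5 ± 95.1 against 3421 ± 813 (log2 -4.16 ± 0.35, adjusted p = 3.0e-05). Lower too were Eip78C, an ecdysone-inducible nuclear receptor gene (124.4 ± 4.52 against 773.7 ± 105, log2 -2.63 ± 0.10), ple, which encodes tyrosine hydroxylase (720.9 ± 214 against 4191 ± 772, log2 -2.56 ± 0.31), and e, which encodes the N-beta-alanyl-dopamine synthase ebony (log2 -2.64 ± 0.36). After Drsl5 the genes named here that lay furthest below controls were CG14664 (log2 -4.13 ± 0.27) and CG9822 (-3.08 ± 0.32). GstT4, a glutathione S-transferase gene (2.65 ± 0.59, adjusted p = 0.028), lost its call without control -4 h replicate 1 or EcRi -4 h replicate 1 (adjusted p = 0.11 for each). In all, 411 probe sets (2.94% of 13966) were called, 248 higher and 163 lower in EcRi, and 1774 had an unadjusted p under 0.05. Without the 2 arrays that stand apart there were 524 calls, 219 of them lower, and without 4 arrays 653 (396 higher, 257 lower).

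At pupariation (0 h) some L71 late puff genes were among those furthest below controls in EcRi. Eig71Ea, which encodes a small secreted salivary gland peptide, read 148.7 ± 58.3 in EcRi against 3794 ± 587 in control animals (log2 -4.74 ± 0.23, n = 3, adjusted p = 3.8e-08), and Eig71Eg was lower as well (log2 -3.99 ± 0.20). PGRP-SB2, a peptidoglycan recognition protein gene, was lower at 339.2 ± 33.1 against 5700.1 ± 922 (log2 -4.06 ± 0.15), as were Drsl5 (-4.35 ± 0.35), CG14664 (-4.54 ± 0.27) and Pu, which encodes the GTP cyclohydrolase of pteridine synthesis (-3.17 ± 0.37). Higher in EcRi were ng3 (log2 4.06 ± 0.28), CG5084 (4.31 ± 0.13, adjusted p = 4.6e-10), CG9877 (4.09 ± 0.13) and the cuticle protein gene Cpr67B (3.42 ± 0.14). The test called 1074 probe sets (7.69%), 421 higher and 653 lower, and 3235 had an unadjusted p under 0.05. This count and its direction rest on single arrays: it was 684 (333 higher, 351 lower) without control 0 h replicate 1 and 1740 (542 higher, 1198 lower) without EcRi 0 h replicate 3. Without the 2 arrays that stand apart 957 were called, 538 higher and 419 lower, without 4 arrays 1091 (589 higher, 502 lower), and with the compared arrays only 426 (234 higher, 192 lower).

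At 4 h genes of the larval gut and of the salivary gland were among those furthest above controls in EcRi. Jon25Biii, a midgut serine protease gene of the Jonah family, read 9088 ± 403 in EcRi against 145.9 ± 12.0 in control prepupae (log2 5.96 ± 0.22, 62.4-fold, n = 3, adjusted p = 6.6e-10). The glue protein genes Sgs4 (log2 5.29 ± 0.20) and Sgs3 (12063 ± 517 against 338.4 ± 6.7, log2 5.15 ± 0.13, adjusted p = 1.0e-11) were higher, with Jon66Ci (4.92 ± 0.23), CG14300 (5.67 ± 0.14) and CG10910 (5.50 ± 0.18). On EcRi arrays of all times Sgs3 lay at log2 13.1 to 13.6 and Jon25Biii at 13.1 to 13.4. In controls Sgs3 read 13.5 to 13.6 at -4 h and 8.4 at 4 h, and Jon25Biii 11.5 to 12.2 and 7.0 to 7.3. Furthest below controls in EcRi were Eig71Ea (126.9 ± 8.98 against 7859 ± 74, log2 -5.96 ± 0.23, adjusted p = 1.0e-09), Eig71Ef (-5.26 ± 0.21), CG7906 (-5.10 ± 0.36), Eig71Ed (-4.83 ± 0.28) and Drsl5 (-4.83 ± 0.35). Loxl1, a lysyl oxidase gene, was also lower (-3.56 ± 0.25). Eig71Ea lay at log2 6.6 to 7.7 on all EcRi arrays, while controls went from at most 8.6 at -4 h to at least 12.9 at 4 h. The test called 1873 probe sets (13.4%), 605 higher and 1268 lower, and 4260 had an unadjusted p under 0.05. The count was 1116 (485 higher, 631 lower) without control 4 h replicate 1 and 1117 (565 higher, 552 lower) without EcRi 4 h replicate 1. It was 2607 (711 higher, 1896 lower) without EcRi 4 h replicate 2. Without the 2 arrays that stand apart 2443 were called (763 higher, 1680 lower), and without 4 arrays 1369, of which 837 were higher and 532 lower.

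**Figure D2:**
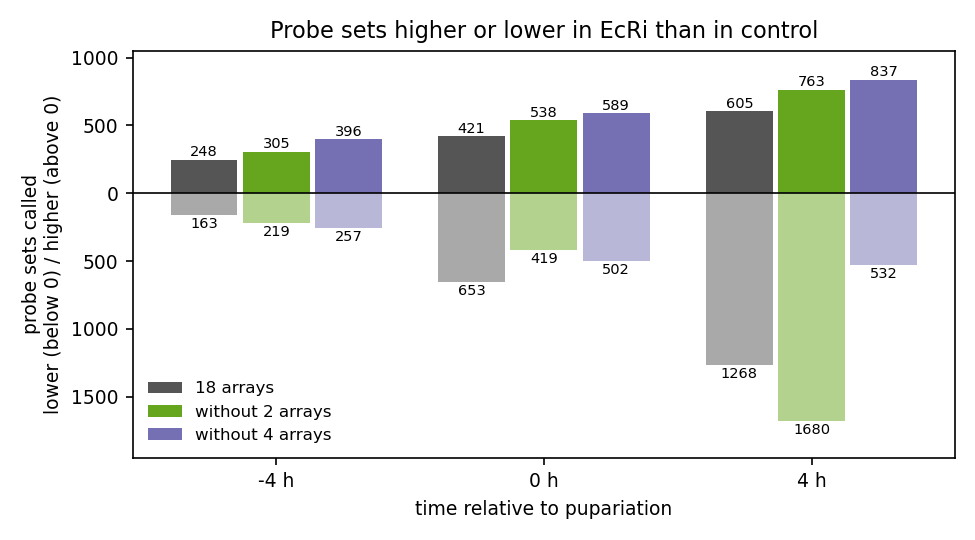
Number of probe sets called higher or lower in EcRi than in control animals at -4, 0 and 4 h, with all 18 arrays, without 2 arrays and without 4 arrays. At 4 h 605 were higher and 1268 lower with all arrays, and 837 and 532 without 4 arrays.

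Across the 3 times 2343 probe sets (16.8%) were called at 1 or more, and the mean EcRi effect was called for 1067 (431 higher, 636 lower). CG9877 (mean log2 3.95 ± 0.07), ng3 (3.68 ± 0.16), CG5084 (3.45 ± 0.08), Jon25Biii (3.43 ± 0.13) and Muc55B (3.41 ± 0.15) had the highest mean effects. Drsl5 (-4.45 ± 0.20), Eig71Ea (-4.08 ± 0.13), Eig71Eg (-3.79 ± 0.11) and CG7924 (-3.39 ± 0.23) had the lowest. Without the arrays that stand apart 2814 probe sets were called at 1 or more times, and without 4 arrays 1917. The direction of the mean effect was not stable: without 4 arrays 577 of 938 were higher and 361 lower, with a 2-fold limit 231 were higher and 155 lower, and without EcRi 0 h replicate 1 477 were higher and 471 lower.

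The camera test called 36 of 90 list and time pairs, 14 higher and 22 lower in EcRi. With an estimated correlation 5 of these held: glue genes at 0 and 4 h, L71 genes at 4 h, and digestive enzymes at 0 and 4 h. Without the arrays that stand apart the L71 genes were lost from these (adjusted p = 0.082), and without 4 arrays all 5 were (0.071 to 0.13). With an estimated correlation and without the arrays that stand apart cuticle proteins were called at 0 h (0.044) and 4 h (0.013) and P450 genes at 4 h (0.044), and without 4 arrays cuticle proteins at 4 h (0.042). Fry called 40 pairs, 31 of the 36 among them. The others were cell death genes at 0 and 4 h, antimicrobial peptides at -4 and 4 h, small heat-shock genes at each time and larval serum proteins at 4 h, all lower, and haemocyte markers at 4 h, higher. No called list had a median opposite in sign to its test. Median, mean and test differed in sign for uncalled lists only, at -4 h for glue, cuticle, cell death, autophagy, larval serum, oxidative phosphorylation and cell cycle genes, at 0 h for antimicrobial peptide, muscle, neuron, Malpighian tubule and sex marker genes, and at 4 h for imaginal disc, Toll and Imd, lipid and neuron genes. Whether a list's effect differed between times was not tested.

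Salivary gland genes moved in opposite directions by class. The glue list held 9 measured genes, the Sgs genes with ng3, ng4 and Pig1. Proteins of the Sgs genes fix the puparium to its substrate. Of the 9 genes, 8 were higher in EcRi at 0 h (median log2 1.65, list test adjusted p = 3.0e-12, and adjusted p = 0.019 with an estimated correlation) and 7 at 4 h (median 3.74, adjusted p = 5.1e-17, and adjusted p = 0.011 with an estimated correlation). The counts adjusted over the list alone were also 8 and 7. At 0 h Sgs1 (3.19 ± 0.22), Sgs3 (2.34 ± 0.13) and Sgs4 (2.15 ± 0.20) were higher, and at 4 h Sgs5 (6735 ± 806 against 299.6 ± 20.2, log2 4.49 ± 0.10) and Sgs1 (4.43 ± 0.22). At -4 h 2 were higher, also adjusted over the list alone, and the list was not called (median -0.07, mean 0.41, adjusted p = 0.51). Of 9 measured L71 late puff genes 3 were lower at -4 h, 4 at 0 h and 6 at 4 h, with 1 higher at 0 h and at 4 h (4, 4 and 6 lower adjusted over the list alone, with 1 higher at 0 and 4 h). Their list test gave an adjusted p of 0.00031 at -4 h, 0.00019 at 0 h and 1.9e-08 at 4 h, and an adjusted p = 0.11, 0.10 and 0.011 with an estimated correlation. The medians were -0.24 (-0.13 without the arrays that stand apart), -0.42 and -3.11. At -4 h Eig71Ea (-1.54 ± 0.23) and Eig71Ee (3912 ± 355 against 9167 ± 613, -1.23 ± 0.13) were lower, and at 0 h Eig71Ef (-3.05 ± 0.21) and Eig71Ed (-3.02 ± 0.28).

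The list of digestive proteases and carbohydrases of the larval gut was called higher in EcRi at each time at the preset correlation. Of 38 measured, 3 were higher and 1 lower at -4 h (median log2 0.11, adjusted p = 0.0017, and adjusted p = 0.34 with an estimated correlation), 20 higher and 1 lower at 0 h (median 0.66, adjusted p = 5.7e-15, and 0.011 with an estimated correlation) and 27 higher and 1 lower at 4 h (median 1.18, adjusted p = 1.2e-23, and 0.0051 with an estimated correlation). When adjusted over the list alone, the numbers were 4 and 1, 21 and 2, and 27 and 1. The Jonah proteases made up 14 of the measured genes, and 1, 11 and 13 of them were higher at -4, 0 and 4 h. At 4 h Jon25Bii read 7233 ± 201 against 522.7 ± 29.6 (log2 3.79 ± 0.11) and Jon99Fii was higher by 3.47 ± 0.14. Jon25Biii was higher at -4 h (1.49 ± 0.22) and 0 h (2.83 ± 0.22), as was the amylase gene Amy-d (1.87 ± 0.30 and 2.28 ± 0.30). Without 4 arrays the list was not called at -4 h (adjusted p = 0.054, with 6.8e-06 to 0.34 over the alternatives).

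Some genes of the ecdysone hierarchy were lower in EcRi at 0 and 4 h. Of 17 early ecdysone-response regulators, which leave out Eip74EF and Eip75B as not measured by name, 4 were lower at 0 h (median log2 -0.34, adjusted p = 0.0048, and adjusted p = 0.34 with an estimated correlation) and 7 at 4 h (median -0.57, adjusted p = 0.0017, and adjusted p = 0.34 with an estimated correlation), with 5 and 8 adjusted over the list alone. At 0 h Eip78C (-2.79 ± 0.10) and MsrA, the methionine sulfoxide reductase gene also known as Eip71CD (-1.76 ± 0.22), were lower, and at 4 h Eip78C (-0.94 ± 0.10), vri, a bZIP transcription factor gene (-0.73 ± 0.10), and the nuclear receptor gene Hr3 (-1.45 ± 0.32), which lost its call without 4 arrays at -1.21. Without 4 arrays 4 were lower and 1 higher at 4 h, and fry no longer called the list (adjusted p = 0.76, against 0.0030 with all arrays). The median at 0 h was -0.15 without the arrays that stand apart. At -4 h 1 was lower, also adjusted over the list alone (adjusted p = 0.35); without control -4 h replicate 1 the list was called at 0.022 (0.011 to 0.74 over the alternatives). Of 7 regulators selected by the study on these samples, and so no independent evidence, 2 were lower at -4 h (median -0.12, adjusted p = 0.13), 4 at 0 h (-0.74, adjusted p = 0.0021, and adjusted p = 0.34 with an estimated correlation) and 2 at 4 h (-0.51, adjusted p = 0.040, and adjusted p = 0.40 with an estimated correlation). Adjusted over the list alone 3, 6 and 2 were lower. Without the arrays that stand apart 2 were lower at 0 h (median -0.48) and 3 at -4 h, and without 4 arrays the median at 4 h was -0.19. CG11275 (-0.76 ± 0.14 at -4 h, -0.94 ± 0.14 at 0 h) and the HMG-box gene Sox14 (-0.74 ± 0.11 at 0 h) were among them. The call at 4 h ended without control 4 h replicate 1 (0.055) or 2 (0.058), EcRi 4 h replicate 1 (0.055) or 4 arrays (0.16), and with brighter probe sets only (0.14), the compared arrays only (0.062) or 1 probe set per gene (0.055). A call at -4 h appeared without control -4 h replicate 1 (0.0061, with 0.0061 to 0.55 at -4 h and 0.013 to 0.40 at 4 h over the alternatives).

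Of 51 measured 20E-induced EcR-dependent genes listed by the study, 15 were lower at -4 h, 31 at 0 h and 23 at 4 h, where 3 were higher. The study chose this list on these samples, so it is not independent evidence of direction. The medians were -0.47, -0.94 and -0.66, with adjusted p = 1.6e-13, 1.6e-16 and 5.4e-06, and adjusted p = 0.18, 0.13 and 0.34 with an estimated correlation. When adjusted over the list alone, 20, 34 and 23 were lower, with 3 higher at 4 h. CG11529 (-2.83 ± 0.25 at -4 h), Spn100A, a serpin gene (854.3 ± 183 against 7225 ± 712, -3.10 ± 0.22 at 4 h), and CG5171 (-1.83 ± 0.13 at 4 h) were lower, while CG5391 was lower at -4 h (-2.36 ± 0.29) and higher at 4 h (1.65 ± 0.29). Without the arrays that stand apart 25 were lower at -4 h, and without 4 arrays 14 were lower and 4 higher at 4 h (median -0.19).

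At 0 h the cuticle protein list was called higher and the tanning enzyme list lower at the preset correlation, with most cuticle genes not called, and the lists were not compared with each other. Of 89 cuticle protein genes, 6 were higher and 1 lower at -4 h (median log2 -0.04, mean 0.05, adjusted p = 0.57), 10 higher and 1 lower at 0 h (median 0.23, or 0.14 without the arrays that stand apart, adjusted p = 0.00052, and adjusted p = 0.34 with an estimated correlation), and 20 higher and 3 lower at 4 h (median 0.31, adjusted p = 7.4e-08, and adjusted p = 0.18 with an estimated correlation). Adjusted over the list alone 6, 10 and 20 were higher and 1, 2 and 3 lower. The larval cuticle gene Lcp9 was higher at -4 h (2.30 ± 0.21) and 0 h (1607 ± 288 against 172.7 ± 20.6, 3.21 ± 0.21), Lcp65Ac was higher at 4 h (2.35 ± 0.26), and Cpr12A was lower at 4 h (-2.17 ± 0.25). Of 9 tanning enzyme genes, 4 were lower at -4 h (median -0.40, or -0.05 without the arrays that stand apart, adjusted p = 0.0067, and adjusted p = 0.33 with an estimated correlation) and 5 at 0 h (median -1.30, adjusted p = 0.0019, and adjusted p = 0.22 with an estimated correlation). At 4 h 4 were lower and 2 higher (median -0.76, adjusted p = 0.31), and without 4 arrays 2 were lower and 2 higher (median -0.42). When adjusted over the list alone, 4, 5 and 5 were lower, with 1 higher at 0 h and 2 at 4 h. At 0 h e (901.8 ± 185 against 7058 ± 80.6, -2.99 ± 0.36), ple (-2.70 ± 0.31) and speck, the arylalkylamine N-acetyltransferase gene (-2.34 ± 0.26), were lower; at 4 h e remained lower (-2.12 ± 0.36) and Ddc, which encodes dopa decarboxylase, was higher (1.66 ± 0.31). Without control -4 h replicate 1 the cuticle list was called at -4 h (adjusted p = 0.022, with 0.0032 to 0.97 over the alternatives).

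Of 9 imaginal disc and epidermis genes, 1 was higher at -4 h (adjusted p = 0.059), 1 higher and 1 lower at 0 h (0.29), and 2 higher and 3 lower at 4 h (0.60; median -0.09, mean 0.05), with the same counts adjusted over the list alone. The median without 4 arrays was 0.38 at 0 h and 0.17 at 4 h, against 0.20 and -0.09 with all arrays. ImpL1, an ecdysone-inducible gene of imaginal discs, was higher at -4 h (2.10 ± 0.30) and 0 h (3816 ± 492 against 481.0 ± 49.0, 2.99 ± 0.30), while ImpE3 (-1.99 ± 0.30) and ImpE2 (-1.46 ± 0.17) were lower at 4 h. The list was called at -4 h without control -4 h replicate 1 (0.022), control 0 h replicate 2 (0.049) or 3 (0.048), EcRi -4 h replicate 2 (0.045) or EcRi 4 h replicate 2 (0.0093), and at 0 h without EcRi 4 h replicate 2 (0.047) or with the compared arrays only (0.034). Its adjusted p ranged from 0.0093 to 0.44 at -4 h and 0.034 to 0.69 at 0 h over the alternatives.

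**Figure D3:**
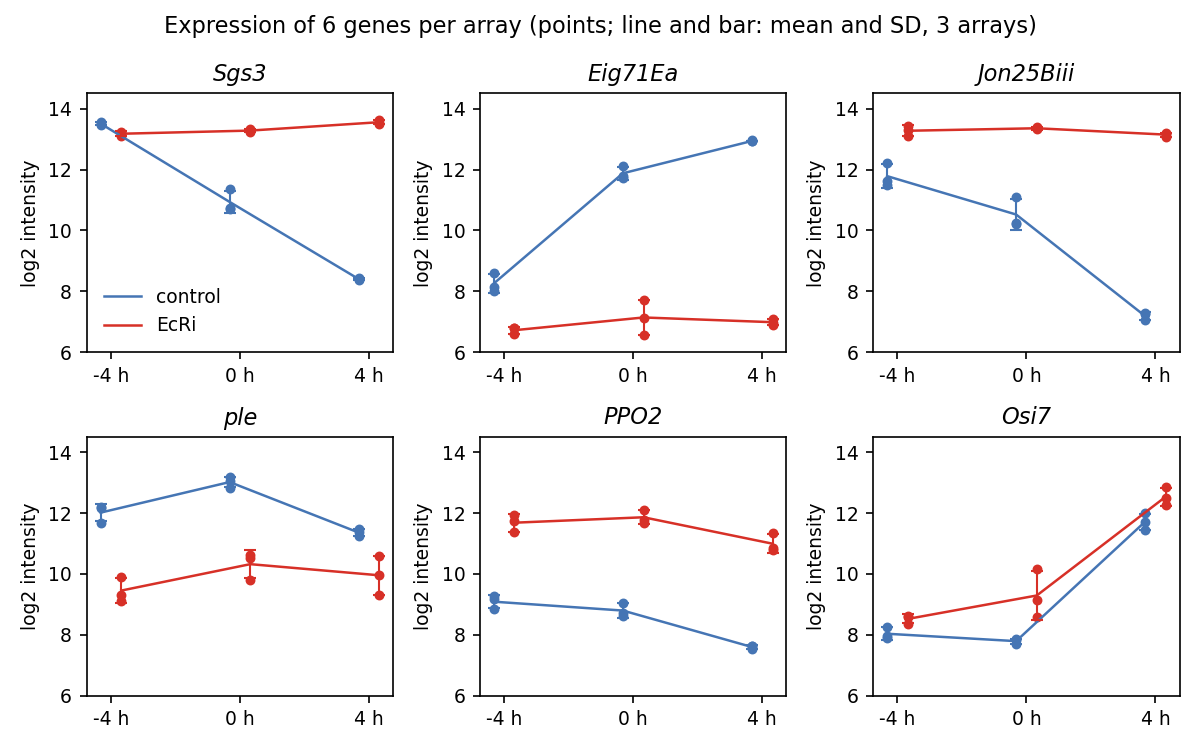
Log2 intensity of Sgs3, Eig71Ea, Jon25Biii, ple, PPO2 and Osi7 at -4, 0 and 4 h in control and EcRi animals; points are arrays, and lines with bars are the mean and SD of 3 arrays. At 4 h Sgs3, Jon25Biii and PPO2 are higher and Eig71Ea is lower in EcRi, while Osi7 rises from 0 to 4 h in both strains.

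The autophagy and proteasome lists were called lower in EcRi at 0 and 4 h, with counts of genes that depend on which arrays are kept. More were lower at 4 h without the 2 arrays that stand apart, with 6 autophagy and 11 proteasome genes. Of 20 autophagy genes, 7 were lower at 0 h (median log2 -0.49, adjusted p = 4.5e-05, and adjusted p = 0.34 with an estimated correlation) and 4 at 4 h (median -0.34, adjusted p = 0.0043, and adjusted p = 0.44 with an estimated correlation), and adjusted over the list alone 9 and 6 were. At -4 h none passed by limma (list test adjusted p = 0.78), while SAM and the fit without EcRi 0 h replicate 1 called Atg7 lower at -0.91. Atg7 (-2.12 ± 0.37), Atg18b (-1.55 ± 0.34) and Atg13 (-1.55 ± 0.37) were lower at 0 h, and the conjugating enzyme gene Atg3 at 4 h (-1.02 ± 0.24); with the compared arrays only Atg7 at 0 h had an adjusted p of 0.13. Without the 2 arrays that stand apart 2 were lower at -4 h and 3 at 0 h, and without 4 arrays 1 was at 4 h, where the list was no longer called (adjusted p = 0.17, with 0.0011 to 0.44 over the alternatives). Nor was it at 4 h with brighter probe sets only (0.057) or by fry (0.062). Of 39 proteasome subunit genes, 10 were lower at 0 h (median -0.51, adjusted p = 3.0e-07, and adjusted p = 0.34 with an estimated correlation) and 8 at 4 h (-0.51, adjusted p = 2.1e-05, and adjusted p = 0.34 with an estimated correlation). At -4 h the list was called with no member past the limma limits (-0.21, adjusted p = 4.5e-05, and adjusted p = 0.35 with an estimated correlation). Adjusted over the list alone 17 were lower at 0 h and 9 at 4 h; Rpn12 (-0.84 ± 0.21 at 0 h) and Rpn7 (-0.74 ± 0.21 at 4 h) lost their calls on single arrays: Rpn12 without EcRi 0 h replicate 1 (-0.54), and Rpn7 without control 4 h replicate 1 (-0.67) or EcRi 4 h replicate 1 (-0.59). No subunit gene was called at 0 h without the 2 arrays that stand apart (median -0.29), nor at 4 h without 4 arrays (median -0.25).

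Of 70 oxidative phosphorylation genes, 1 was lower at -4 h (adjusted p = 0.83), 1 lower and 1 higher at 0 h (median -0.21, adjusted p = 0.0083, and adjusted p = 0.62 with an estimated correlation), and 10 lower at 4 h (-0.36, adjusted p = 3.8e-06, and adjusted p = 0.34 with an estimated correlation). When adjusted over the list alone, 1, 1 and 14 were lower. ATPsynCF6L, a gene related to ATP synthase coupling factor 6, was lower at 0 h (-1.73 ± 0.19) and 4 h (-1.51 ± 0.19). The call at 0 h ended without EcRi 0 h replicate 1 (adjusted p = 0.31, with 0.0028 to 0.62 over the alternatives), with brighter probe sets only (0.12), by fry (0.15) or with array weights (0.11). Without the arrays that stand apart 15 genes were lower at 4 h, and without 4 arrays 2 genes were lower at 4 h (median -0.14). Of 9 glycolysis genes 1 was higher at -4 h (adjusted p = 0.30) and 2 were lower at 4 h (median -0.52, adjusted p = 0.014, and adjusted p = 0.34 with an estimated correlation), in the same numbers adjusted over the list alone. At 0 h the list was not called with all arrays (adjusted p = 0.66). It was called higher, opposite to 4 h, without the 2 arrays that stand apart (0.033), but not with an estimated correlation (0.52). The list had a median at 0 h of 0.22 without 2 or 4 arrays, and its adjusted p ranged from 0.016 to 0.96 over the alternatives. Its call at 4 h was lost with a floor at the 5th percentile (0.072) or the pseudocount (0.051, with 0.0012 to 0.34 over the alternatives), and 3 genes were lower at 4 h without 2 arrays and 1 without 4 arrays. Of 18 lipid storage and starvation genes, 2 were higher at -4 h (median 0.27, adjusted p = 0.0061, and adjusted p = 0.46 with an estimated correlation), 2 higher and 2 lower at 0 h (0.60), and 3 higher and 5 lower at 4 h (0.90). Adjusted over the list alone 2, 2 and 4 were higher and 0, 3 and 5 lower. Without 4 arrays 5 were higher and 1 lower at 0 h, and 5 higher and 2 lower at 4 h (median 0.02, against -0.11 with all arrays). The lipase gene mag was higher at 0 h (1595 ± 417 against 363.5 ± 76.0, 2.12 ± 0.32) and 4 h (3.29 ± 0.32), Lip3 was higher at 0 h (1.00 ± 0.12), and ppl, a gene of the fat body's response to amino acids, was lower at 4 h (-1.08 ± 0.24). Without the 2 arrays that stand apart the call at -4 h ended (0.062, with 0.0029 to 0.46 over the alternatives), as it did by fry (0.20), and without EcRi 0 h replicate 1 the list was called at 0 h (0.041, with 0.041 to 0.97 over the alternatives).

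Of 83 cytochrome P450 genes, 6 were higher and 1 lower at -4 h (adjusted p = 0.070), 6 higher and 4 lower at 0 h (median log2 0.15, adjusted p = 0.014, and adjusted p = 0.34 with an estimated correlation) and 11 higher and 4 lower at 4 h (median 0.21, adjusted p = 0.00036, and adjusted p = 0.26 with an estimated correlation). When adjusted over the list alone, 8, 10 and 12 were higher and 1, 4 and 4 lower. At 0 h 8 were higher and 2 lower without the arrays that stand apart (median 0.05). Without 4 arrays 10 were higher and 2 lower at -4 h, 9 higher and 4 lower at 0 h, and 17 higher and 2 lower at 4 h. Cyp9b2 was higher at -4 h (0.94 ± 0.19), Cyp9f2 (1858 ± 566 against 294.8 ± 8.27, 2.61 ± 0.20) and Cyp12a4 (1.97 ± 0.35) were higher at 4 h, and Cyp309a1 was lower at 4 h (-1.29 ± 0.22). The list was called at -4 h without control -4 h replicate 1 (0.0021) or EcRi -4 h replicate 3 (0.046), and not at 0 h without EcRi 0 h replicate 3 (0.053) or with brighter probe sets only (0.20). Its adjusted p ranged from 0.0014 to 0.45 at -4 h and 0.0036 to 0.34 at 0 h over the alternatives.

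Immune genes moved in both directions. Of 8 antimicrobial peptide genes measured of 19 listed, 1 was lower at -4 h (adjusted p = 0.14), 1 higher and 1 lower at 0 h (0.83; median 0.03, mean -0.11), and 1 higher and 2 lower at 4 h (0.26); adjusted over the list alone 1, 1 and 2 were lower and 0, 2 and 1 higher. Metchnikowin (Mtk) was higher at 0 h (2244 ± 429 against 653.8 ± 53.6, log2 1.76 ± 0.18) and 4 h (1.43 ± 0.18), whereas Drsl6, another Drosomycin relative, was lower at 4 h (147.1 ± 12.0 against 1016 ± 241, -2.76 ± 0.14). Of 21 Toll and Imd pathway genes, 1 was higher at -4 h (median 0.07, adjusted p = 0.045, and adjusted p = 0.62 with an estimated correlation), 3 higher and 4 lower at 0 h (0.55), and 2 higher at 4 h (0.86). Adjusted over the list alone 1, 3 and 2 were higher and 6 lower at 0 h. At 0 h 2 were higher and 2 lower without the arrays that stand apart. Without 4 arrays, which leaves 1 EcRi array at 4 h, the median at 4 h was 0.15 against -0.02 with all arrays. The adjusted p of this list at 4 h ranged from 0.044 to 0.99 over the alternatives. The Toll adaptor gene tub was higher at 0 h (1.46 ± 0.31) and 4 h (1.66 ± 0.31). The call at -4 h ended without control -4 h replicate 1 (0.26) or 2 (0.060), EcRi -4 h replicate 1 (0.095) or EcRi 0 h replicate 3 (0.056), with 0.0099 to 0.62 over the alternatives. It also ended with all arrays, with a floor at the 40th percentile (0.10), quantile normalization (0.054), brighter probe sets only (0.20), 1 probe set per gene (0.051) or fry (0.43). Of 11 haemocyte markers, 2 were higher at -4 h (median 0.23, adjusted p = 0.00073, and adjusted p = 0.34 with an estimated correlation), 3 at 0 h (median 0.44, adjusted p = 0.0024, and adjusted p = 0.34 with an estimated correlation) and 2 at 4 h (0.11), or 2, 4 and 2 adjusted over the list alone. There were 5 higher at 0 h without the arrays that stand apart, and 5 at 4 h without 4 arrays. The prophenoloxidase genes of crystal cells accounted for most: PPO2 was higher by 2.60 ± 0.19, 3.07 ± 0.19 and 3.39 ± 0.19 at -4, 0 and 4 h (2073 ± 478 against 194.0 ± 8.34 at 4 h), and PPO1 by 1.23 ± 0.14, 1.43 ± 0.14 and 1.19 ± 0.14. The list was called at 4 h without EcRi 4 h replicate 1 (0.017). With all arrays it was called with a floor at the 40th percentile (0.029), quantile normalization (0.043) or brighter probe sets only (0.035). Its median at 4 h was 0.47 without 4 arrays. The adjusted p ranged from 0.00072 to 0.58 over the alternatives, and 0.58 was that with an estimated correlation.

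Stress genes bear only on a heat response still present at sampling, hours after the heat treatments of EcRi animals. The Hsp70 genes, Hsp83, Hsp22 and Hsp23 were not measured by name. Of 4 heat-shock genes other than small Hsps, none passed the limma limits at -4 h (median log2 0.34, list test adjusted p = 0.13); 1 was higher and 1 lower at 0 h (0.71), and 1 higher and 2 lower at 4 h (0.34), with 1 higher at -4 h and otherwise the same counts adjusted over the list alone. Hsp68, a heat-inducible chaperone gene, differed by 1.31 ± 0.39 at -4 h (832.3 ± 103 against 344.4 ± 97.4, adjusted p = 0.11) and was lower at 4 h (-1.70 ± 0.39). The difference at -4 h was called without EcRi 0 h replicate 1 (adjusted p = 0.034), EcRi 4 h replicate 2 (0.070) or EcRi 4 h replicate 3 (0.096). Of 3 small heat-shock protein genes, 1 was higher and 2 were lower at each time, also adjusted over the list alone (list test adjusted p = 0.070, 0.17 and 0.15). The genes parted throughout: l(2)efl was higher by 1.54 ± 0.15, 1.90 ± 0.15 and 2.74 ± 0.15 at -4, 0 and 4 h, Hsp26 was lower by -1.51 ± 0.13, -1.60 ± 0.13 and -1.78 ± 0.13, and Hsp27 by -0.81 ± 0.08, -0.87 ± 0.08 and -1.58 ± 0.08. The small heat-shock list was called lower at -4 h with a floor at the 40th percentile (0.049), quantile normalization (0.018), array medians aligned (0.025), the replicate number as a block (0.048) or fry (0.00041). It was also called without control -4 h replicate 1 or EcRi 4 h replicate 1 (0.037 for each, with 0.00041 to 0.34 over the alternatives).

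**Figure D4:**
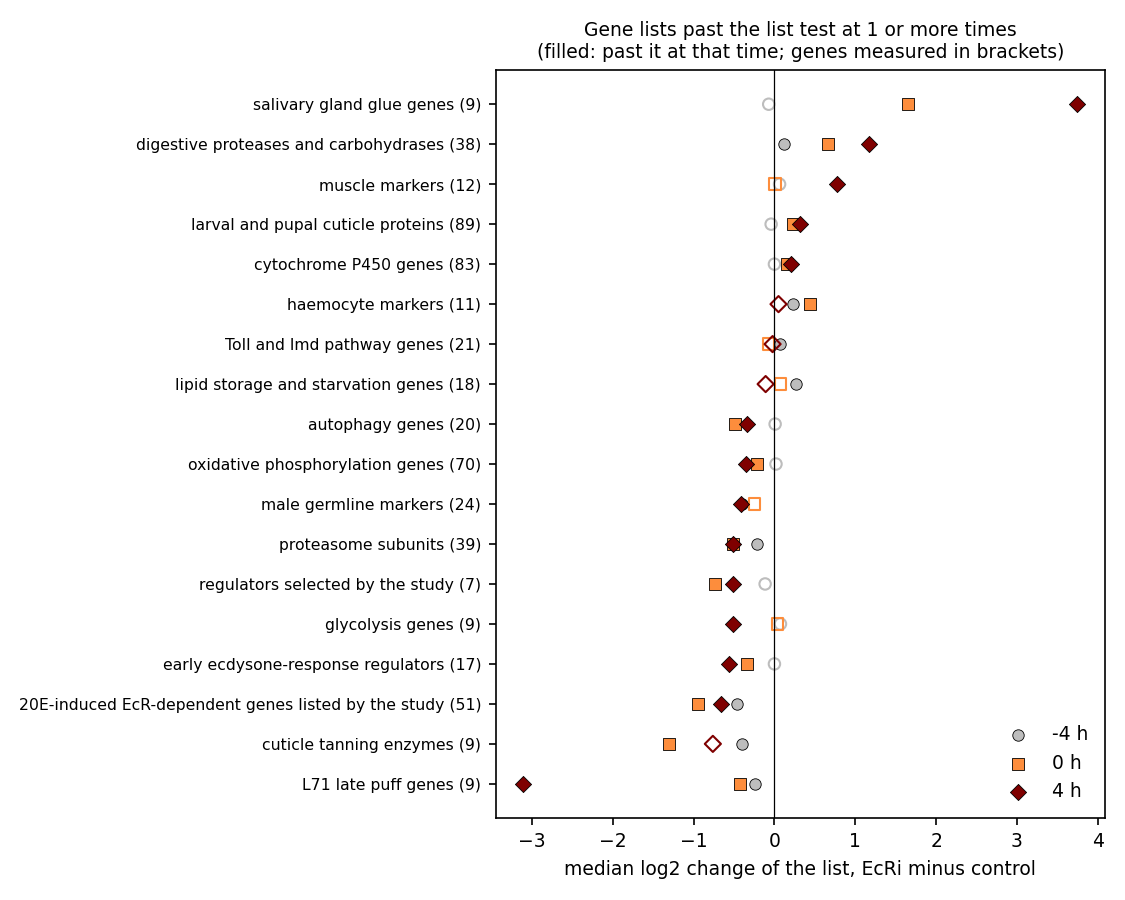
Median log2 difference between EcRi and control animals for each gene list at -4, 0 and 4 h; filled points passed the list test at its preset correlation. The glue genes reach 3.74 and the L71 genes -3.11 at 4 h.

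The remaining lists described here were not called by camera at its preset correlation in the main analysis at any time. Of 12 programmed cell death genes 1, 3 and 4 were lower at -4, 0 and 4 h (list test adjusted p = 0.64, 0.34 and 0.13), with 1 higher at 4 h in addition when adjusted over the list alone. Without the arrays that stand apart 2 were lower at 0 h, and without 4 arrays 1 was lower and 1 higher at 4 h. Buffy, a Bcl-2 family gene, was lower at 4 h (-0.67 ± 0.14, a call lost with a floor at the 40th percentile or with the pseudocount). Of 3 larval serum and fat body protein genes 1 was lower at 4 h (0.94, 0.31 and 0.14), namely Lsp2 (-0.70 ± 0.09, but -0.56 and under the fold limit without EcRi 4 h replicate 2), also adjusted over the list alone. With quantile normalization this list was called lower at 0 h (0.0036, with 0.0036 to 0.71 over the alternatives). Of 9 ecdysteroid biosynthesis genes none was called by limma (0.80, 0.63 and 0.60), and 1 was lower at 0 h adjusted over the list alone. Of 33 cytoplasmic ribosomal protein genes 1 was lower at 0 h and at 4 h (0.062, 0.33 and 0.71), namely RpL7-like, also adjusted over the list alone; it held at 0 h (-1.07 ± 0.18), whereas at 4 h (-0.62 ± 0.18) it was lost without control 4 h replicate 1 (-0.57) or 2 (-0.59) or EcRi 4 h replicate 1 (-0.39). With quantile normalization the ribosomal list was lower at 0 h (1.6e-08, with 1.6e-08 to 0.99 over the alternatives) and 4 h (0.049; 0.049 to 1.0), and it was higher at -4 h with array medians aligned (0.049), with the replicate number as a block (0.048), without control -4 h replicate 1 (0.027) or EcRi -4 h replicate 2 (0.0083; 0.0083 to 0.98). Of 19 cell cycle and replication genes 2 were lower at 0 h and 1 at 4 h (0.77, 0.60 and 0.81), also adjusted over the list alone, and none passed the limma limits at 0 h without the arrays that stand apart or at 4 h without 4 arrays.

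In control animals some L71 genes rose and some glue genes fell from -4 to 0 h, which was not tested for these lists as a whole. Eig71Ea rose from 311.0 ± 68.5 to 3794 ± 587 (log2 3.62 ± 0.23, n = 3, adjusted p = 1.1e-06), with speck (3.29 ± 0.26), Eig71Eg (3.17 ± 0.20), Eig71Ef (2.95 ± 0.21) and PGRP-SB2 (2.79 ± 0.15). Sgs1 (-3.08 ± 0.22), CG5084 (-2.99 ± 0.13), CG15225 (-2.76 ± 0.30) and Sgs3 (-2.57 ± 0.13) fell. There were 434 calls, 201 higher and 233 lower at 0 h, and 2097 probe sets had an unadjusted p under 0.05. The count was 270 (98 higher, 172 lower) without control 0 h replicate 1 and 731 (417 higher, 314 lower) without EcRi 0 h replicate 1; with array medians aligned it was 528 (306 higher, 222 lower), so that 42.0% rather than 53.7% were lower. Without 4 arrays 670 were called.

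In control prepupae CG3355 rose from 0 to 4 h, from 614.6 ± 279 to 13563 ± 348 (log2 4.58 ± 0.32, n = 3, adjusted p = 7.8e-07), with CG14062 (4.55 ± 0.22), CG12481 (4.30 ± 0.31), dy, a gene of the apical extracellular matrix (4.28 ± 0.34), and CG10853 (4.09 ± 0.17). CG14664 (8414 ± 166 to 140.8 ± 3.41, -5.90 ± 0.27), Jon99Fi (-4.90 ± 0.49), CG11912 (-4.07 ± 0.41), CG10911 (-4.00 ± 0.16) and Pu (-3.79 ± 0.37) fell. There were 643 calls, 272 higher and 371 lower at 4 h, and 1685 had an unadjusted p under 0.05. Pepck1, a gluconeogenesis gene (1.12 ± 0.18, adjusted p = 0.0013), CG5065 (1.85 ± 0.23) and CG13856 (1.62 ± 0.16) rose in controls from 0 to 4 h. They are taken as the genes that the study followed by Northern blot. The study describes their induction at puparium formation, and their control changes from -4 to 0 h are not given here. None differed between the strains by the limits at any time (log2 differences at -4, 0 and 4 h of 0.27, 0.32 and -0.29, of 0.02, 0.45 and -0.58, and of -0.38, 0.55 and -0.20). CG13856 was called at 0 h without control 0 h replicate 2 (0.61, adjusted p = 0.092, with 0.0099 to 0.68 over the alternatives).

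In EcRi animals no probe set was called from -4 to 0 h by limma, 604 had an unadjusted p under 0.05, and SAM called 14. Pepck1 (0.57 ± 0.18), CG5065 (0.62 ± 0.23) and CG13856 (0.22 ± 0.16) each had an adjusted p of 0.65. The limma count was 39 without 4 arrays; with single arrays left out it was 2 without control -4 h replicate 1, 1 without control -4 h replicate 2, 3 without EcRi -4 h replicate 3, 1 without EcRi 0 h replicate 2, 1 without EcRi 4 h replicate 1 and 2 without EcRi 4 h replicate 2.

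From 0 to 4 h in EcRi animals Osi7, of the Osiris family of insect epithelial genes, rose from 695.0 ± 392 to 6046 ± 1265 (log2 3.25 ± 0.30, n = 3, adjusted p = 0.00040), with CG9411 (3.10 ± 0.40), CG4115 (3.06 ± 0.40), Osi6 (2.77 ± 0.31) and Osi15 (2.62 ± 0.28). CG7906 (-2.61 ± 0.36), CG14687 (-2.59 ± 0.34), CG7924 (-2.22 ± 0.39) and CG7294 (-2.13 ± 0.22) fell. CG13856 also rose (0.87 ± 0.16, adjusted p = 0.020), whereas Pepck1 (0.50 ± 0.18, adjusted p = 0.22) and CG5065 (0.82 ± 0.23, adjusted p = 0.11) did not pass; CG5065 did without EcRi 4 h replicate 1 (1.09, adjusted p = 0.031). The test called 205 probe sets, 96 higher and 109 lower, and 1755 had an unadjusted p under 0.05; with the compared arrays only 1 was called, and Osi7 had an adjusted p of 0.39. The count was 459 (80 higher, 379 lower) without EcRi 0 h replicate 1, 361 (121 higher, 240 lower) without EcRi 4 h replicate 2, 857 (144 higher, 713 lower) without the 2 arrays that stand apart, 423 (291 higher, 132 lower) without 4 arrays, and 230 (142 higher, 88 lower, 38.3% lower against 53.2%) with quantile normalization.

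The control changes were compared with those of EcRi animals over the same probe sets. Probe sets called in controls were chosen by a large control change, so smaller changes in EcRi are partly built in. The reverse choice was not made. Of the 434 probe sets called in controls from -4 to 0 h, 56.7% had the same sign of change in EcRi, with a slope of the EcRi on the control change of 0.07, and 185 (42.6%) had a called difference between strains. Over all probe sets the changes correlated at -0.400, against 0.312 over the called ones; without the arrays that stand apart the correlation over all was 0.275, the slope 0.11 and the share with the same sign 65.0%. Of the 643 called from 0 to 4 h, 77.6% had the same sign and the slope was 0.22; 86 (13.4%) were called in the same direction in EcRi and 294 (45.7%) had a called difference. Genes that changed in both strains from 0 to 4 h with no called difference included Osi7 (3.93 ± 0.30 in control, 3.25 ± 0.30 in EcRi), Osi15 (3.58 ± 0.28 and 2.62 ± 0.28), CG6026 (2.21 ± 0.21 and 1.94 ± 0.21), Osi6 (2.07 ± 0.31 and 2.77 ± 0.31) and e (-2.50 ± 0.36 and -1.62 ± 0.36). The fall of e in EcRi lost its call without EcRi 0 h replicate 2 (adjusted p = 0.11), EcRi 4 h replicate 1 (0.17) or replicate 3 (0.11), with 0.012 to 0.39 over the alternatives. Without the 2 arrays that stand apart 222 of 841 probe sets (26.4%) were called in both strains from 0 to 4 h.

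**Figure D5:**
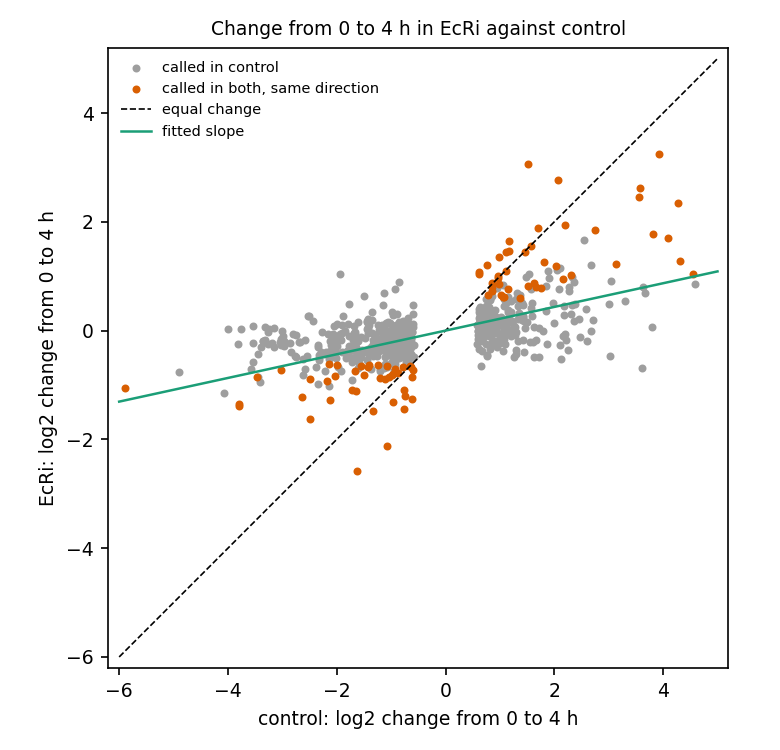
Log2 change from 0 to 4 h in EcRi (vertical) against control animals (horizontal) for the 643 probe sets called in controls; orange points were called in the same direction in both strains, the dashed line marks equal change and the green line the fitted slope. Most points lie nearer to 0 in EcRi, with 86 in orange and a slope of 0.22. The probe sets were chosen by their control change, so part of this is built in.

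The differences between EcRi effects at successive times test whether the effect of EcRi changes with time. From -4 to 0 h 201 probe sets differed, 123 with a more positive and 78 with a more negative effect at 0 h. Sgs1 (difference 3.48 ± 0.31, adjusted p = 5.7e-05) and Sgs3 (2.68 ± 0.18) led the former, and Eig71Ea (-3.20 ± 0.32), Eig71Eg (-2.99 ± 0.28) and speck (-2.84 ± 0.36) the latter. From 0 to 4 h 370 differed, 213 more positive and 157 more negative, with Jon99Fi (4.15 ± 0.69, adjusted p = 0.0045) and CG10911 (4.03 ± 0.23) among the former and Loxl1 (-3.73 ± 0.35) and CG3355 (-3.72 ± 0.46) among the latter. The first count was 125 without control 0 h replicate 1 and 126 without EcRi -4 h replicate 1; the second was 591 (224 more positive, 367 more negative) without EcRi 0 h replicate 1, 782 without the 2 arrays that stand apart and 806 without 4 arrays.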

Values the study reported

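Taking the sampled times together, the study's list for EcRi animals held 4,188 genes past a 1.5-fold limit. With a stricter limit, at least a doubling or halving of expression, it gave 634 genes higher and 924 genes lower in these animals. Among genes that the stress response lowers and that are higher in EcRi animals, it counted 14 of the 17 Jonah genes.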

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

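All tests of explanations and the comparisons with other splits or shuffles of the samples were chosen after the results were seen, as were the fits without 2 or 4 arrays.

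The effect of EcRi differed between -4 and 0 h, by a test of the difference itself, for 201 probe sets, 123 more positive and 78 more negative at 0 h. Of 100 splits of the samples 5 gave as many, with 2074 as the highest other, but shuffled group names carry the effects of strain and time into this difference, so these splits decide nothing. With strain and time effects kept and random assignment of what remains after them, 1 of 100 shuffles, the real one, gave as many. The highest other was 31, so the share was under 0.05, in a test added after the counts were known. The count was 125 without control 0 h replicate 1 and 126 without EcRi -4 h replicate 1. The glue genes Sgs1 (3.48) and Sgs3 (2.68) with CG5084 (2.83), CG15404 (2.66) and CG5391 (2.54) had the largest positive differences among named genes, and the L71 genes Eig71Ea (-3.20), Eig71Eg (-2.99) and Eig71Ef (-2.89) with speck (-2.84) and PGRP-SB2 (-2.83) the largest negative ones. None of these lost its call with any single array left out. EcR differed at its dimmer probe set by 0.90 ± 0.19 (adjusted p = 0.042), and this was lost without control 0 h replicate 1 (0.78, adjusted p = 0.11), EcRi -4 h replicate 1 (0.85, adjusted p = 0.12) or EcRi -4 h replicate 3 (0.90, adjusted p = 0.10), with 0.0034 to 0.17 over the alternatives. CG13856 differed by 0.93 ± 0.23 (adjusted p = 0.095), a call that held only without control -4 h replicate 2, EcRi 4 h replicate 1 or EcRi 4 h replicate 2 and gave 0.12 to 0.23 without any other single array, with 0.015 to 0.44 over the alternatives.

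Between 0 and 4 h the effect of EcRi differed for 370 probe sets, 213 more positive and 157 more negative at 4 h. Of 100 splits of the samples 3 gave as many, with 3416 as the highest other, and these decide nothing for the same reason. With random assignment of what remains after strain and time effects, 3 of 100 shuffles, the real one included, gave as many, a share under 0.05, but this test too was added after the counts were known and the highest other was 1937, several times the real count. Without EcRi 0 h replicate 1 the count was 591. CG14664 (4.85), the Jonah protease gene Jon99Fi (4.15), CG10911 (4.03), CG32302 (3.79) and CG15044 (3.62) had the largest positive differences, and CG18179 (-4.30), Loxl1 (-3.73), CG3355 (-3.72), CG14062 (-3.52) and CG8329 (-3.50) the largest negative ones, none of them lost with any single array left out.

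Control -4 h replicate 1 and EcRi 0 h replicate 1 stand apart from their replicates: EcRi 0 h replicate 1 had 1785 probe sets at least 2-fold lower and 1124 at least 2-fold higher than its replicates, and control -4 h replicate 1 had 267 and 839. Arrays of the other strain are argued against, since 81.0% and 95.2% of 21 probe sets that part the strains lay on the side of the stated strain. The highest correlation of a deviation with a control change over time was 0.202 in size (-0.20). This argues against animals staged earlier or later along the control course between -4 and 4 h. A stage before -4 h, or a shift along the course of EcRi animals, was not tested. The deviations of these arrays, of different strains and times, correlated at 0.818, so a state of the RNA or array shared by both may explain them. The deviations also went with the brightness of a probe set (Spearman -0.376 for EcRi 0 h replicate 1 and -0.154 for control -4 h replicate 1), and the source of such a state was not tested.

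More probe sets were lower than higher at 0 and 4 h, with 60.8% and 67.7% of calls lower. At 0 h 43.8% were lower without the arrays that stand apart, so these arrays may account for the excess there. At 4 h 38.9% were lower without 4 arrays, but that leaves 1 EcRi array, and 2 of the 3 EcRi arrays at 4 h had more probe sets 1.5-fold lower than higher (71.5%, 42.4% and 56.7% lower by array). With only EcRi 4 h replicate 2 left out, 711 were higher and 1896 lower. The EcRi condition and the shared axis of EcRi 4 h replicates 1 and 3 cannot be told apart at 4 h, as the arrays are too few.

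Of 198 probe sets called in the same direction at all 3 times, 133 were higher and 65 lower in EcRi, where lists independent of each other would give 0.324 and 0.692. The 3 tests share 1 variance per probe set, so their calls are not independent and these values are no test. No difference between times was called for 72.7% of the 198 probe sets, as a difference between strains that does not depend on EcR could leave, but a lasting effect of EcRi would leave the same. A heat response still present at -4 h, hours after the heat treatments, was looked for with heat-shock genes other than small Hsps. Of these 4 of 11 were measured and none of Hsp70. Their median log2 difference was 0.34 with an SD of 0.60 between genes. A heat response that had ended by -4 h would not show in these genes, so they cannot decide whether heat contributed. The 3 small heat-shock protein genes measured went both ways, with 1 higher and 2 lower in EcRi at each time. Strain and RNA interference against EcR cannot be told apart, because the design gives both to the same animals. The same holds for heat, as far as the sources used here state the treatment. The EcR transcript was not called lower with all arrays, while the study cites strongly reduced EcR protein.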

How the results depend on the processing

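Fits without 2 or 4 arrays, with array weights, and SAM on linear values were chosen after the data were examined; the other alternatives were planned. Of 396 named results under the alternatives, 13346 of 14085 comparisons kept direction and side of the threshold, 620 were weaker, 119 stronger and 0 reversed. Of 2970 comparisons of 90 list tests 2843 were the same, 68 weaker, 58 stronger and 1 reversed. In the last, muscle markers at 0 h were higher without 2 arrays (adjusted p = 0.033, with 0.033 to 1.0 over the alternatives), but not with an estimated correlation (0.42). A stricter or looser limit is the cause of the values given for it. For the rest the cause was not tested, fits that leave out arrays included.

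Both floors, the pseudocount, quantile normalization, aligned medians, brighter probe sets, variance trend, block and 1 probe set per gene left every count within 1.5 times its value with the exceptions given here. The EcRi change from -4 to 0 h (0 calls) gave 1 with the floor at the 40th percentile, 1 with the pseudocount, 2 with medians aligned, 1 with the compared arrays only, 14 with SAM, 39 without 4 arrays, 85 with array weights and 1 with SAM on linear values. With a 2-fold limit the EcRi effect was called for 221 probe sets at -4 h, 551 at 0 h, 885 at 4 h, 386 for the mean and 1154 at 1 or more times, control changes for 196 and 385, the EcRi change from 0 to 4 h for 81 and the difference between -4 and 0 h for 132. With no fold limit these were 636, 1810, 3380, 3586 and 4134 for the EcRi effect, 725 for the control change from -4 to 0 h and 411 for the EcRi change from 0 to 4 h, which was 129 at an adjusted p under 0.05. With the compared arrays only the EcRi effect at 0 h gave 426, the EcRi change from 0 to 4 h 1 and the difference between -4 and 0 h 128. SAM gave 858 at -4 h and 1001 for the control change from -4 to 0 h; on linear values it gave 792 at -4 h, 3300 at 4 h, 3875 at 1 or more times, 1082 and 1014 for the control changes and 91 for the EcRi change from 0 to 4 h.

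Without 4 arrays the EcRi effect at -4 h gave 653, the control change from -4 to 0 h 670, the EcRi change from 0 to 4 h 423, and the differences between times 389 and 806. Without 2 arrays the EcRi change from 0 to 4 h gave 857 and the difference between 0 and 4 h 782. Array weights gave 746 at -4 h, 733 for the control change from -4 to 0 h, 1410 for the EcRi change from 0 to 4 h, and 563 and 1490 for the differences between times. The slope of the EcRi on the control change from -4 to 0 h was -0.018 over the probe sets called by SAM and -0.0013 over those called by SAM on linear values, both reversed in sign, and from 0 to 4 h it was 0.26 without 4 arrays. Estimated correlation left 5 of the 36 list calls. The replicate number as a block gave 2391 at 1 or more times. Deviations of control and EcRi arrays of the same time and replicate number correlated at -0.471 to 0.297. Whether replicate numbers pair arrays across times was not checked.

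With each array left out in turn the counts ranged from 280 to 599 at -4 h, 684 to 1740 at 0 h, 1116 to 2607 at 4 h, 1666 to 3039 at 1 or more times and 948 to 1261 for the mean. Control changes ranged from 270 to 731 and from 512 to 781, EcRi changes from 0 to 3 and from 143 to 459, and the differences between times from 125 to 243 and from 296 to 591. The slopes ranged from 0.04 to 0.11 and from 0.20 to 0.24, list calls from 34 to 42, and between 90.1% and 99.0% of named results kept their call. Signal limits the weakest probe sets, of which 1285 lay at the floor on all arrays.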

Other observations

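The comparisons with other splits of the samples, the fits without 2 or 4 arrays and SAM on linear values were chosen after the results were seen.

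Muscle markers were higher in EcRi animals at 4 h, with 7 of 12 called, also adjusted over the list alone (median log2 0.78, adjusted p = 0.0021, and adjusted p = 0.36 with an estimated correlation). TpnC73F, a troponin C gene (2.10 ± 0.32), Mlc1, a myosin light chain gene (1.31 ± 0.25), and Mp20 (1.14 ± 0.19) were among them. At -4 and 0 h no marker was called by limma and the list was not called (adjusted p = 0.25 and 0.96). Without the 2 arrays that stand apart 4 were higher at 0 h (0.033, with 0.033 to 1.0 over the alternatives). The list was not called in that fit with an estimated correlation (0.42). Of 24 male germline markers, 10 were lower at 4 h, also adjusted over the list alone (median -0.42, adjusted p = 0.0067, and adjusted p = 0.39 with an estimated correlation), with Mst84Dd (1076 ± 509 against 3927 ± 292) and Mst87F (-1.63 ± 0.40), which were not called without 4 arrays (-1.35 and -1.03). At -4 h that list was called with no marker past the limma limits and 1 lower adjusted over the list alone (median -0.40, adjusted p = 0.0011, and adjusted p = 0.34 with an estimated correlation), and at 0 h it was not (0.29). Without 4 arrays no germline marker was called at 4 h and 3 were lower at -4 h, and with array weights the list was not (0.17, with 0.0015 to 0.39 over the alternatives).

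Of 14 Malpighian tubule genes 1 was higher and 1 lower at -4 h, 2 lower at 0 h, and 1 higher and 2 lower at 4 h (list test adjusted p = 0.14, 0.71 and 0.29); adjusted over the list alone 1 was higher each time and 1, 3 and 2 lower. With the compared arrays only the list was called higher at -4 h (0.012, with 0.012 to 0.67 over the alternatives). Alp4, an alkaline phosphatase gene, was lower at each time (-1.26 ± 0.24, -2.12 ± 0.24 and -1.34 ± 0.24). Of 10 neuron markers 1 was lower at 4 h, also adjusted over the list alone (0.60, 0.84 and 0.60). Of 5 dosage compensation sex markers none was called by limma at any time (0.80, 0.81 and 0.71). The genes roX1 and roX2 were not measured by name. Each array held a pool of animals whose sex is not labelled, and these markers do not settle its composition. The strain check was limited to EcR, since white was not measured by name. Across times 41 probe sets were called in opposite directions, 9 of them higher at -4 h and lower later and 22 lower at -4 h and higher later.

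The 6 samples of each comparison between 2 groups make 10 splits, which are too few for a share under 0.05. The EcRi effect was called for 411 probe sets at -4 h, 1074 at 0 h and 1873 at 4 h, and 1 of 10 splits, the real one, gave as many each time, with 0 as the highest other. The control changes of 434 and 643 were also reached in 1 of 10, with 0 as the highest other. For the EcRi change from -4 to 0 h 10 of 10 reached the real 0, with 2 as the highest other. For that from 0 to 4 h (205) 2 of 10 did, and the highest other, 2591, set EcRi 0 h replicate 1 with EcRi 4 h replicates 1 and 3 against the rest, which points to a structure of the samples. For the mean effect (1067) and for calls at 1 or more times (2343) 1 of 100 splits, the real one, reached the real value. The highest other was 713 and 2071. This share is under 0.05, but these splits were chosen after the counts were known. They cannot exclude a state shared by some arrays as a source of calls.

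Calls at 1 or more times numbered 2343 by limma at an adjusted p under 0.10 and 1.5-fold, and 3875 by SAM on linear values. The study states a larger number of genes, called with SAM, and such counts compare only at the same test, scale and thresholds.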
